A study of Rattus norvegicus with 6 samples.

How the data were processed

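Gene expression was measured in primary oligodendrocyte precursor cells, the dividing cells that give rise to myelinating oligodendrocytes, from the cerebral cortex of Sprague-Dawley rat pups. Per the labels' protocols, mixed glia from pups 1 to 2 days old were grown in medium with 20% fetal bovine serum. The non-adherent precursor cells were then kept for 4 to 5 days with PDGF and FGF (each at 10 ng/ml), growth factors that keep precursors dividing, and 2% B27 supplement. For the treated group, fibrils assembled beforehand from human alpha-synuclein were left on the cells over 72 hours. RNA was extracted with a silica column kit and made into strand-specific libraries (Agilent SureSelect), per the labels' protocols, and the libraries were sequenced on an Illumina MiSeq, per the series' design text. There were 3 control and 3 fibril libraries, grouped by their titles and treatment labels. The labels do not say whether the libraries of a group came from separate cultures or animals, so p-values measure only the spread between these samples, which may be technical.

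The deposited table gives FPKM (fragments per kilobase of gene relative to all mapped fragments of the library), 1 column per library, per the file headers. It holds 32662 rat genes with Ensembl identifiers, of which 15949 were above 0 in at least 1 library. Trimmomatic and FastQC are named in the submitters' processing notes without versions or roles. The aligner, the quantifier and the genome build are not given in the sources used here. The coordinates printed are those of the deposited table. In its symbol column 53 rows had no symbol and 27 symbols had been turned into dates, and these were not used as names. Every column of per-sample values matched 1 sample.

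FPKM are not counts, so the number of fragments behind a value is unknown and no count model was run. The relative worth of 1 fragment was estimated from genes below 1 FPKM, by finding the library offsets at which the largest share of pairwise ratios lay at 1 to 1 within 0.03 on the log2 scale. Hprt1 and Rps6, genes used by every cell, were listed at 0 in all 6 libraries. An exact 0 can therefore be a failed estimate, and genes with a group at 0 are given by library without a fold.

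Values were analysed as log2(FPKM + 1), for the 10766 genes at 1 FPKM or more in at least 3 libraries. Fold changes are on this scale, which understates the change of low genes. The design fixed before the data were examined named a count model for counts and this limma fit for normalized values; the second applied. Differences were tested with limma 3.58.1 in R 4.3.3 (moderated statistics with a mean-variance trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). An exact permutation test of 3 libraries against 3 cannot go below p = 0.1.

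The libraries carry the same replicate numbers in both groups. After subtracting group means, same-numbered libraries correlated across genes at 0.747 for replicate 1, 0.364 for replicate 2 and 0.216 for replicate 3. All 3 exceeded 0.1, the rule set for treating the numbers as pairs, so values from a fit with the replicate number as a block are given where they change a call or a count. The labels do not state a pairing. Control replicate 3 with fibril replicate 2 (0.500) and control replicate 2 with fibril replicate 3 (0.433) correlated more than their own numbers did, so the shared structure was mainly replicate 1 against replicates 2 and 3. The fit without a block left 4 residual degrees of freedom and the block left 2.

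Fixed sets of pathway genes and cell type markers (30 gene lists) were chosen before the data were examined; 27 had at least 5 tested members. The endothelial list had 0 tested members, the Schwann cell list 2 and the fibroblast and mural list 4. Lists were tested with camera at a preset correlation between genes of 0.01, with camera at an estimated correlation, and with fry, adjusting over the lists. Genes named in the text followed a rule fixed beforehand: the 10 largest changes in each direction past the threshold, or the 5 smallest p-values where a direction had none; a set of genes that included Gdnf, Bdnf, Pdgfra, Cspg4 and Mbp in any case, of which some are not reported here; and up to 4 members with the smallest p-values from each list that camera called. Filters that the plan gave in CPM (means of at least 5 and 10) were applied to FPKM. Other genes fall outside this rule. The genes past the threshold with the block, and others where the text says so, were chosen after their values were seen. Nfkbia, Nfkb1, C1qa, Aldoc and Clu are also outside the rule.

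The fits were tested on simulated data for 10766 genes, with the means, replicate effects and residual spread of the fibril against control comparison and 200 changed genes. At log2 changes of 1, 2, 3 and 4, the fit without a block called 0, 5, 31 and 42 of 50 changed genes, with 0 false calls. The block fit called 5, 47, 50 and 50, with 10 false calls. The simulation assumed that replicate effects are shared exactly between groups, which favours the block. In 20 simulated data sets without a change, camera called 0 lists; the simulation drew genes independently and so does not test how camera behaves with correlated genes.

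Alternatives were quantile normalization, 2 other filters, pseudocounts of 0.1 and 5, adjusted p thresholds of 0.01 and 0.1, the block, and leaving out each library. Added after seeing the data were a term for replicate 1 against the rest, replicates 2 and 3 only, scaling to equal FPKM totals without the 37 mitochondrial genes, and combinations of the block with other settings. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.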

Results

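The transcriptome of cultured rat oligodendrocyte precursor cells was compared between 3 control libraries and 3 libraries from cells exposed for 72 hours to preformed fibrils of human alpha-synuclein, the protein that accumulates in oligodendrocytes in multiple system atrophy. Between 11518 and 14219 genes were above 0 FPKM per library, with the fewest in replicate 1 (12003 in the control and 11518 in the fibril library). The fragment number is unknown, but 1 fragment was worth 4.03 times as much in control replicate 1, and 6.96 times as much in fibril replicate 1, as in control replicate 2, against 0.818 to 1.96 times in the other libraries. Low values in replicate 1 are therefore the least precise. Mitochondrial genes held 80.3% and 75.6% of the FPKM total in control and fibril replicate 1, and at most 40.1% in the others. The main axis of variation (51.9% of variance) separated replicate 1 of both groups from replicates 2 and 3, and the second (31.2%) set fibril replicate 3 apart.

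**Figure D1:**
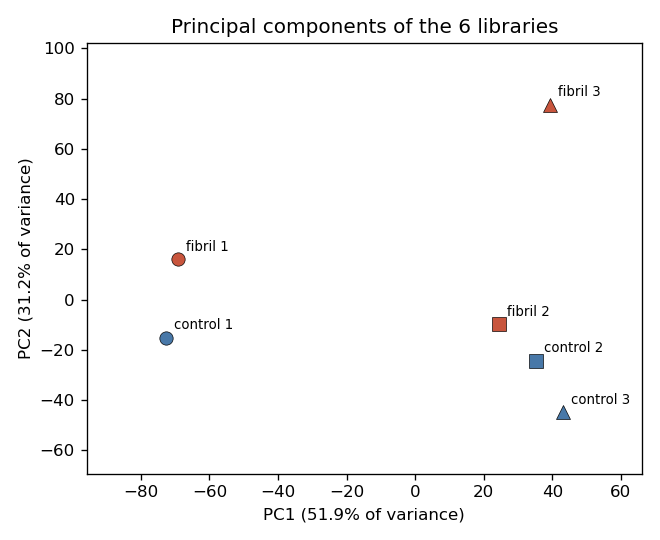
Scores of the 6 libraries on the first and second principal components of log2(FPKM + 1) over 10766 genes, coloured by group (blue control, red fibril) with a marker shape per replicate number. Both replicate 1 libraries lie at -72.7 (control) and -69.2 (fibril) on the first axis, and fibril replicate 3 lies at 77.6 on the second.

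The comparison asked which transcripts differed in precursor cells that had met alpha-synuclein fibrils. The clearest differences were higher myelin transcripts and higher inflammatory transcripts in the fibril libraries. Mbp, which encodes myelin basic protein (chromosome 18, 79326737 to 79437310), had 65.1 ± 5.71 FPKM in controls and 1015 ± 143 FPKM with fibrils (SD, n = 3 each), a 15.6-fold ratio of means. The chemokine genes Ccl2 and Ccl7, neighbours on chromosome 10 (69412016 to 69413870 and 69423085 to 69424979), were listed at 0 in every control library. With fibrils, Ccl2 had 35.4, 47.4 and 8.48 FPKM and Ccl7 had 15.4, 17.6 and 6.79 FPKM in replicates 1, 2 and 3.

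By limma without a block, no gene passed an adjusted p of 0.05 among 10766 tested. The smallest adjusted p was 0.078, shared by Mbp (log2 difference 3.94, SE 0.44) and Ccl7, and 433 genes had an unadjusted p under 0.05 where 538.3 would be expected by chance. With the replicate number as a block, 12 genes rose and 0 fell by limma. They were Mbp, Mag, Enpp6, Ccl2, Ccl3, Ccl4, Ccl7, Il1b, Lcn2, Pnlip, Tpd52 and Aim2, with adjusted p from 0.0267 to 0.0486, and all were higher with fibrils in 3 of 3 replicate numbers. Under the block, scaling to equal totals without mitochondrial genes left 1 of these calls (Mbp). A pseudocount of 5 left 3 genes and a pseudocount of 0.1 left 5. Leaving out fibril replicate 3 gave 37 genes higher and 8 lower under the block. Control replicate 3 is then alone in its block and adds nothing to the difference, so that fit compares replicates 1 and 2 only. In 9.55% of genes the groups did not overlap (457 higher, 571 lower), where chance gives 10%.

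Transcripts of differentiating oligodendrocytes were higher with fibrils as a group. Of 21 tested list members, 19 had positive differences and the median log2 difference was 1.35. Without a block, 0 passed over all genes and 10 rose adjusted over the list alone; with the block, 3 rose over all genes, and 13 rose and 1 fell adjusted over the list alone. Camera called the list (adjusted p = 1.75e-15), but not with an estimated correlation (adjusted p = 0.14). Mag, encoding a myelin adhesion protein, had 4.94, 2.33 and 7.64 FPKM in the control libraries and 41.1, 41.8 and 152 FPKM in the fibril libraries. Enpp6, a marker of newly formed oligodendrocytes, had 13.2, 1.14 and 2.78 FPKM against 72.1, 43.9 and 69.5 FPKM. Cldn11, a tight junction gene of myelin, had 1.58, 1.10 and 1.80 FPKM against 9.28, 14.5 and 22.4 FPKM. The median differences within replicates 1, 2 and 3 were 1.03, 1.58 and 1.70.

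The precursor identity list showed a smaller difference of opposite sign. Its 18 tested members had a median log2 difference of -0.37, 5 were positive, and 0 passed over all genes or adjusted over the list alone. Camera called the list lower (adjusted p = 0.0403), but not with an estimated correlation (adjusted p = 0.499), nor when control replicate 3 or fibril replicate 1 was left out, nor without a filter (0.0508). With the block camera called it (adjusted p = 0.0162), but not when fibril replicate 3 was left out (0.126), which compares replicates 1 and 2 only. Scaled without mitochondrial genes, the median was -0.67 (-0.37 relative to all genes) and the adjusted p 0.0585 without a block and 0.00941 with it; under quantile normalization they were -0.75, and 0.000628 and 6.41e-05. The median differences within replicates 1, 2 and 3 were -0.32, -0.21 and -1.15. Pdgfra, the PDGF receptor of precursor cells, had 47.5, 146 and 304 FPKM in controls and 43.4, 95.3 and 60.2 FPKM with fibrils. Cspg4, encoding the NG2 proteoglycan, had 4.59, 31.5 and 98.8 FPKM against 3.22, 23.6 and 25.3 FPKM; its log2 difference of -0.91 became 0.05 without control replicate 3. Both genes were lower with fibrils in 3 of 3 replicate numbers, and neither passed without a block (limma adjusted p = 0.96) or with it (0.5 and 0.499).

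**Figure D2:**
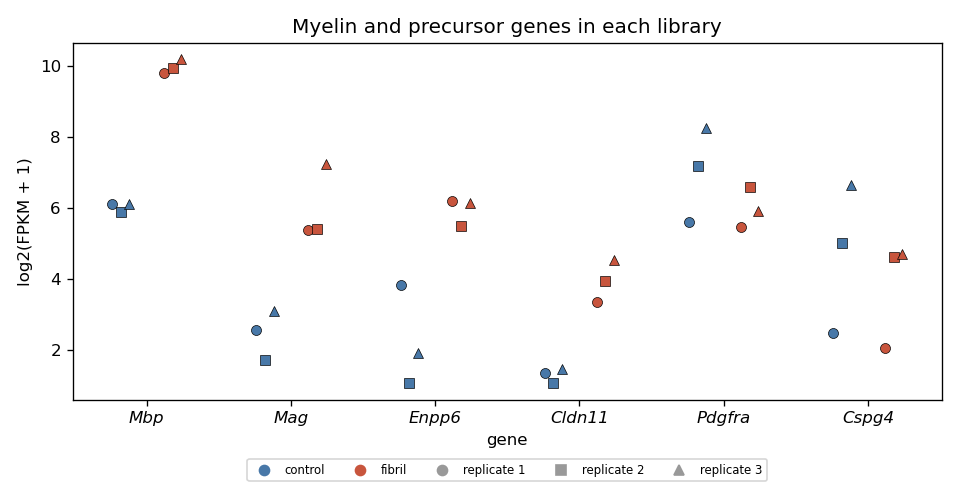
log2(FPKM + 1) of 4 myelin genes and 2 precursor genes in each of the 6 libraries (blue control, red fibril, marker shape by replicate number). All 3 fibril libraries lie above all 3 controls for Mbp, Mag, Enpp6 and Cldn11, while the groups overlap for Pdgfra and Cspg4.

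Inflammatory transcripts formed the other group that differed. Of 17 tested members of the NF-kB response list, 13 were positive; 8 rose adjusted over the list alone in both fits, and over all genes 0 rose without a block and 6 with it. The list's median log2 difference was 0.75, or 0.35 without the 4 members listed at 0 throughout a group. Camera called it (adjusted p = 5.66e-13), but not with an estimated correlation (adjusted p = 0.107); fry called this list alone (adjusted p = 0.0281), and 0 lists with the block. Il1b, encoding the cytokine interleukin-1 beta, had 0, 0.216 and 0 FPKM in controls and 13.3, 56.9 and 11.2 FPKM with fibrils. Lcn2, encoding the iron-binding protein lipocalin 2, had 0, 0.182 and 0 FPKM against 18.3, 6.17 and 23.2 FPKM. Ccl4 was listed at 0 in the controls and had 9.11, 28.2 and 6.60 FPKM with fibrils. Values of related chemokine genes are uncertain where fragments could be assigned to more than 1 of them. Nfkbia and Nfkb1, which encode regulators of the same pathway, had log2 differences of 0.26 and -0.30 with unadjusted limma p of 0.505 and 0.459.

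Markers of microglia and macrophages, cells that a mixed glial culture can carry along, were also higher. The 11 tested markers had a median log2 difference of 0.96, 9 were positive, 0 passed over all genes and 1 rose adjusted over the list alone (3 with the block). Camera called the list (adjusted p = 0.000174), but not with an estimated correlation (adjusted p = 0.407). Cd14, a co-receptor of innate immunity, had 0, 0.26 and 0.0708 FPKM in controls and 2.39, 10.6 and 3.23 FPKM with fibrils. Tyrobp, a myeloid signalling adaptor, had 0, 4.48 and 0 FPKM against 1.93, 18.7 and 8.76 FPKM. The complement gene C1qa was highest in control replicate 2 (10.3 FPKM) and was listed at 0 in replicate 1 of both groups. Among 9 interferon-stimulated genes, 8 were positive and 1 rose adjusted over the list alone (Ifitm3, with 0, 0.246 and 0 FPKM against 4.83, 1.60 and 3.36 FPKM); camera's adjusted p was 0.00134, and 0.14 with an estimated correlation.

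**Figure D3:**
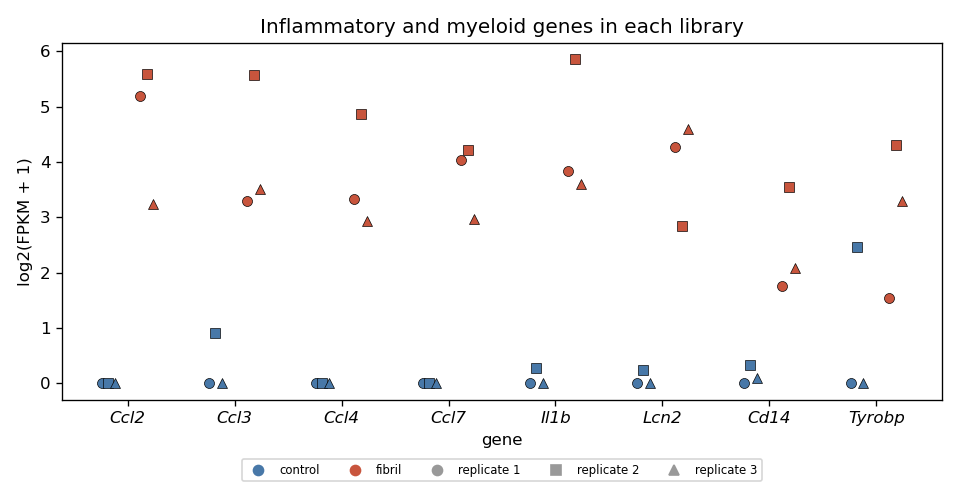
log2(FPKM + 1) of 6 inflammatory genes and 2 myeloid genes in each of the 6 libraries (blue control, red fibril, marker shape by replicate number). Ccl2, Ccl4 and Ccl7 are listed at 0 in all 3 controls, and for Tyrobp control replicate 2 (4.48 FPKM) lies above fibril replicate 1 (1.93 FPKM).

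Astrocyte markers were lower as a group. Bulk RNA does not show which cells these transcripts came from, so a loss of astrocytes was not tested. The 13 tested markers had a median log2 difference of -0.91, and 3 were positive (Gfap, and Aldoc and Clu with log2 differences of 0.28 and 0.36); adjusted over the list alone, 5 fell and 1 rose (7 and 1 with the block), and 0 passed over all genes. Camera's adjusted p was 0.000162, and 0.14 with an estimated correlation. Slc1a3, a glutamate transporter, had 49.5 ± 18.5 FPKM in controls and 17.6 ± 5.11 FPKM with fibrils (SD, n = 3). Slc4a4, a bicarbonate transporter, had the smallest p among genes with lower values (4.12, 3.11 and 5.05 FPKM against 0.824, 0.132 and 0.154 FPKM; limma adjusted p = 0.383). Gfap, the intermediate filament of astrocytes, had 0.643, 0.37 and 0.733 FPKM against 3.69, 6.20 and 24.8 FPKM. The other genes with the smallest p among lower values were Sparcl1, S1pr1, Epas1 and Sncaip, none past the threshold without a block or with it. Sparcl1 had 61.5 ± 18.5 FPKM against 13.7 ± 7.74 FPKM (SD, n = 3). It passed with the term for replicate 1 (limma adjusted p = 0.0387). It also passed with the block under quantile normalization, and with the block when fibril replicate 3 was left out, which compares replicates 1 and 2 only.

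Neuron markers (14 tested, 1 positive, median -0.56) and extracellular matrix and adhesion genes (17 tested, 2 positive, median -0.51) were called lower by camera with adjusted p of 0.0028 and 0.018, and with an estimated correlation the adjusted p was 0.14 and 0.407. The matrix call was lost without control replicate 3 or fibril replicate 1, and without a filter (0.319). Scaled without mitochondrial genes, it was lost without a block (0.0585) but kept with it (0.032). The matrix median with that scaling was -0.77, or -0.47 relative to all genes. Dcx, a microtubule gene of young neurons, had 92.7, 50.6 and 71.2 FPKM in controls and 42.4, 37.7 and 16.7 FPKM with fibrils. Which cells expressed the neuron markers was not tested. Within the matrix list the protease gene Adamts4 (0.401, 0.0732 and 0.219 against 2.41, 1.69 and 2.92 FPKM) and the hyaluronan receptor gene Cd44 (1.73, 0.825 and 1.25 against 4.49, 7.94 and 3.28 FPKM) were higher in all 3 fibril libraries than in all 3 controls.

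Lists of general metabolism and proteostasis were called higher by camera, with their widest differences in replicate 3. Oxidative phosphorylation had a median log2 difference of 0.67 over 31 genes, but 0.41, -0.06 and 1.42 within replicates 1, 2 and 3. Proteasome subunits had 0.57 over 31 genes, and 0.29, -0.02 and 1.26 within replicates. Glycolysis and hypoxia genes had 0.84 over 18 genes, and 0.25, 0.52 and 1.57 within replicates; Ldha, which makes lactate, had 72.4, 74.4 and 91.1 FPKM against 181, 173 and 659 FPKM. The cytoskeleton (0.49), integrated stress response (0.41), cholesterol synthesis (0.36), endoplasmic reticulum chaperone (0.33), oxidative stress response (0.25) and lysosome (0.24) lists were also called. Under quantile normalization the medians were smaller: oxidative phosphorylation 0.33, proteasome 0.24, glycolysis and hypoxia 0.58, cytoskeleton 0.02, integrated stress response 0.27, cholesterol synthesis 0.17, endoplasmic reticulum chaperones 0.06, oxidative stress response 0.22 and lysosome 0.17. Scaled without mitochondrial genes, the lysosome median turned negative (-0.06, or 0.24 relative to all genes). The other medians stayed positive. The smallest were oxidative stress response (0.009) and endoplasmic reticulum chaperones (0.03), or 0.31 and 0.33 relative to all genes. The adjusted p of these 9 lists with an estimated correlation ran from 0.392 to 0.491, and 0 of their members passed over all genes. The last 5 of these lists were not called without fibril replicate 3.

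The parkinsonism-linked gene list (17 genes, median -0.13) was not called (camera adjusted p = 0.319). The neurotrophic factor genes Gdnf and Bdnf were below the filter: Gdnf was listed at 0 in 5 libraries with 0.201 FPKM in control replicate 3, and Bdnf had 0.153, 0.139 and 0.183 FPKM in controls and 0, 0.136 and 0 FPKM with fibrils. The 8 tested neurotrophic and growth factor genes had a median of 0.44 and were not called (adjusted p = 0.175). Proposed receptors of alpha-synuclein fibrils (12 genes, median -0.51) had a camera adjusted p of 0.0999 without a block and 0.045 with it, and of 0.491 and 0.47 with an estimated correlation. Cell cycle genes (34, median -0.13, adjusted p = 0.373), heat shock genes (16, median 0.06, 0.898), autophagy genes (23, median 0.14, 0.197), p53 targets (19, median -0.01, 0.989), antigen presentation genes (6, median 0.30, 0.227), immediate early genes (21, median -0.30, 0.178) and targets of Notch, BMP and Wnt (15, median -0.46, 0.0664) were not called either. Some of these calls depended on the setting: without control replicate 1, camera called the cell cycle (adjusted p = 0.0175) and immediate early (0.0389) lists lower, and without fibril replicate 3 it called the Notch, BMP and Wnt targets lower (0.0311). Within replicates 1, 2 and 3 the cell cycle medians were 0.52, -0.50 and -0.32, and the immediate early medians 0.22, -0.50 and -0.47. Without control replicate 2, control replicate 3 or fibril replicate 2, camera placed the cell cycle list in the higher direction, uncalled (adjusted p = 0.972, 0.804 and 0.851). The heat shock list had a positive median but a negative mean (-0.07), and camera placed it in the lower direction.

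**Figure D4:**
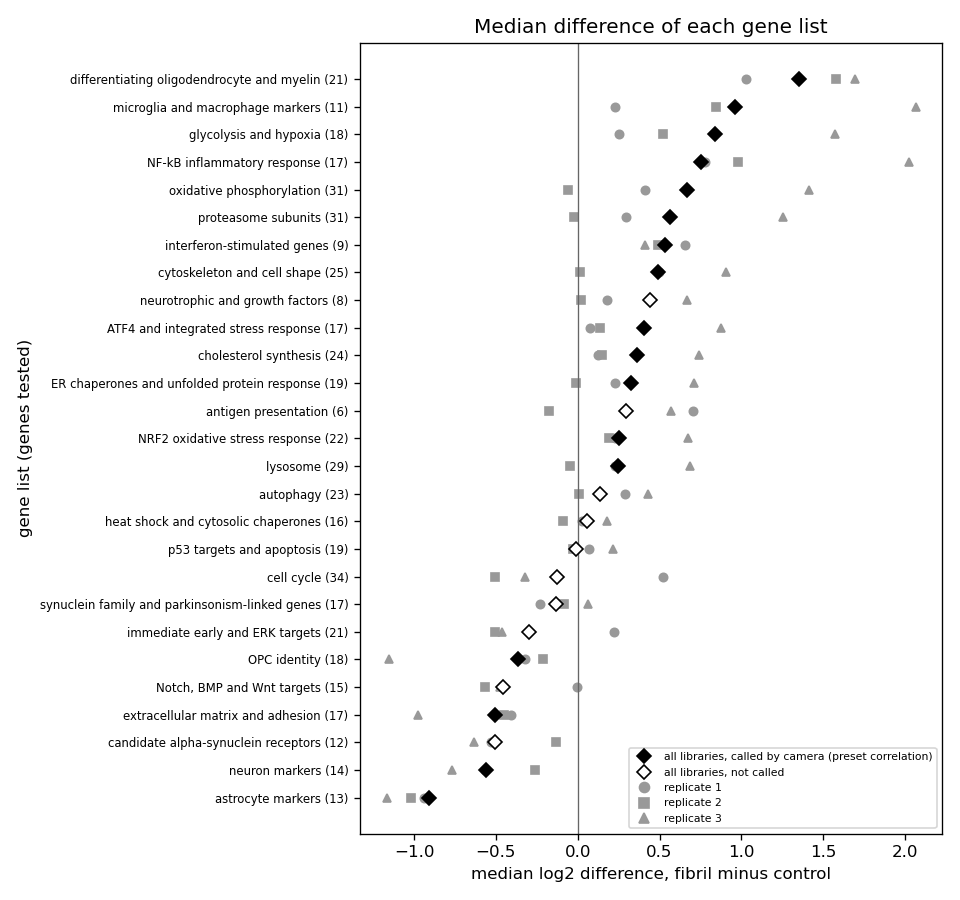
Median log2 difference (fibril minus control) of the tested genes of each of 27 lists. Diamonds are all libraries (filled where camera with a preset correlation called the list, 17 lists; with an estimated correlation 0 were called) and grey markers are the differences within each replicate number; the myelin list is highest at 1.35 and the astrocyte list lowest at -0.91.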

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

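Tests with the block combined with another setting, the term for replicate 1, replicates 2 and 3 only and scaling without mitochondrial genes were chosen after the data were seen. Without a block, 0 genes passed in either direction under quantile normalization, both other filters, both pseudocounts, replicates 2 and 3 only and scaling without mitochondrial genes. Counts of genes changed at least 2-fold are on the log2(FPKM + 1) scale, where the pseudocount sets the change of genes listed at 0 throughout a group, such as Ccl2, Ccl4 and Ccl7. An adjusted p of 0.1 gave 2 higher, and leaving out 1 library gave 0 to 3 higher (3 without fibril replicate 3, all at least 2-fold) and 0 lower. The replicate block gave 12 higher and 0 lower, 12 of them at least 2-fold, and changed the call of 1 list, the proposed alpha-synuclein receptors; it also ended the fry call of the NF-kB list (adjusted p from 0.0281 to 0.151), and it changed no other camera call. Block counts moved with the setting: without fibril replicate 3, 37 higher and 8 lower (45 at least 2-fold) and 11 lists; with quantile normalization, 13 and 2 (15); with pseudocounts of 0.1 and 5, 5 and 3 higher, all at least 2-fold; and scaled without mitochondrial genes, 1 higher, at least 2-fold. The term for replicate 1 gave 18 higher and 1 lower (19 at least 2-fold). Leaving out fibril replicate 3 also removes a degree of freedom. With the block, it leaves control replicate 3 alone in its block, so only replicates 1 and 2 inform the difference. The cause of these shifts was not tested.

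Camera called 17 lists at the preset correlation, 0 with an estimated correlation and 1 by fry; leaving out 1 library gave 13 to 17. Quantile normalization called 12, losing the lysosome, endoplasmic reticulum chaperone, oxidative stress, cholesterol and cytoskeleton lists. Scaling without mitochondrial genes called 13, losing the precursor, lysosome, chaperone and matrix lists. A mean of at least 5 FPKM called 15. It lost the oxidative stress (adjusted p = 0.0583) and cholesterol (0.0751) lists, and the interferon and microglia lists were not tested there. Some settings gained lists, all lower: cell cycle with replicates 2 and 3 only (adjusted p = 0.00317) and without control replicate 1, immediate early genes in both and at a mean of at least 5 FPKM (0.000849), Notch, BMP and Wnt targets without fibril replicate 3 and at a pseudocount of 5 (0.045), and the receptors at a mean of at least 5 FPKM (0.0465), without control replicate 2 (0.0396), without fibril replicate 3 (0.0311) and with the term for replicate 1 (0.0301). Of 79 genes followed across settings, 1 changed sign: the Cspg4 log2 fold change ran from -2.03 to 0.054 over the libraries left out, and was above 0 without control replicate 3. Size factors from median ratios, library totals only, DESeq2 and limma-voom were not run, since they need counts. Depth limits low genes most in replicate 1, where 1 fragment is worth the most FPKM.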

Other observations

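The counts of genes over other splits of the libraries were tested after those counts were seen. The tests of the 3 patterns were set before their results, except that the other added constants, and the microglia test on replicates 1 and 2 alone with its floor of 1 FPKM per marker, were chosen after. The requirement that a value clear its bound by more than the spread over replicate numbers was added after the values were seen, and it turned the microglia test over all 3 replicate numbers from excluding that explanation to leaving it open, as the floor did for the test on replicates 1 and 2. Histone genes, chosen after the values of Hist1h2bh were seen, did not pass gene by gene by limma without a block (0 of 10 tested, smallest adjusted p 0.561). Hist1h2bh passed with the block when fibril replicate 3 was left out, which compares replicates 1 and 2 only, but not with the block on all libraries. Camera on the 10 genes gave an unadjusted p of 0.000802 at the preset correlation and 0.0312 at an estimated one. Because the set was chosen after values were seen, no conclusion is drawn from these. Hist1h2bh had 20.7, 43.2 and 26.3 FPKM in controls and 87.0, 104 and 141 FPKM with fibrils, and 8 of the 10 were positive (median log2 difference 0.79), although Hist1h2bh was the 1 gene whose groups did not overlap. In the cell cycle list 12 of 34 genes were positive (median -0.13). Both Nrarp and Hes1, Notch targets also chosen after their values were seen, were lower in all 3 fibril libraries than in all 3 controls: Nrarp had 10.4, 10.6 and 10.4 FPKM against 4.29, 4.23 and 5.71 FPKM, and Hes1 had 4.54, 6.12 and 4.83 FPKM against 0.712, 1.89 and 3.05 FPKM. Their list was not called in the main setting (camera adjusted p = 0.0664), but it was called lower at a pseudocount of 5 (0.045).

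Chemokine and cytokine genes were higher in the fibril libraries. Their summed FPKM was 118, 236 and 53.1 with fibrils in replicates 1, 2 and 3, against 0, 1.59 and 0 in the controls. The split between replicate 1 and the rest is argued against, since the sums differ within every number; the lowest ratio, 54.1 with 1 FPKM added to each sum, rests on a control sum listed at 0 and is no fold, but it stays above the bound of 3 at 10 FPKM added (6.31). A larger share of microglia or macrophages stays open. Summed marker FPKM, with 1 added, was 1.59, 1.35 and 17.3 times the control in replicates 1, 2 and 3, against bounds of 39.8, 30.5 and 18.0 (1 part in 3 of the cytokine ratio). In replicate 1 the markers averaged under 1 FPKM per gene in both libraries, and in replicate 3 they did so in the control, where with 5 added the markers (7.68) exceed the bound (3.87). Replicate 2 alone has markers above that floor and a cytokine sum above 0 in both libraries, and 1 pair does not decide. Activation of the few myeloid cells present, or a response of the precursor cells, may also account for the pattern and cannot be told apart in bulk RNA.

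Myelin genes were higher in the fibril libraries. A scaling difference is argued against, since the list's median was 1.04 after scaling without mitochondrial genes, above all of 10000 random lists matched on expression and above the bound of 0.675 by more than its standard error of 0.208. The split of replicate 1 is argued against by the lowest within-number median, 1.03. A shift of precursors towards differentiation remains a hypothesis. The precursor list's median of -0.37 has the sign it predicts, but this is a weak test. Camera's call of that list was lost with an estimated correlation (adjusted p = 0.499), without control replicate 3 (0.69) or fibril replicate 1 (0.368) and without a filter (0.0508). Its medians within replicates 1, 2 and 3 were -0.32, -0.21 and -1.15, so the difference was widest in replicate 3. Of its 18 tested members 5 were positive, and whether all members are lost on differentiation was not tested. Under quantile normalization the precursor median was -0.75 (0.000628). Scaled without mitochondrial genes, the precursor median was -0.67 (-0.37 relative to the median of all genes), with an adjusted p of 0.0585 without a block and 0.00941 with it. With the block but without fibril replicate 3, which compares replicates 1 and 2 only, the precursor call was lost (camera adjusted p = 0.126). Carry-over of more mature oligodendrocytes was not tested.

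Replicate 1 libraries stood apart from replicates 2 and 3 in both groups. Lower depth alone is argued against for genes with a mean of at least 100 FPKM. Among 668 such genes, the deviations of replicate 1 correlated across genes at 0.925 between the groups (genes are not independent replicates). The fragment number is unknown, but both replicate 1 libraries held values between 0 and 1 FPKM. In them 12003 (control) and 11518 (fibril) genes were above 0, and 10076 and 9983 were at 1 FPKM or more. Genes at 100 FPKM or more therefore hold many fragments, unless they are far shorter. For genes with lower values, depth stays open. Gene length stays open, as the deviation correlated with gene span at a Spearman rho of 0.119, between the bounds set. Gene span runs from the start to the end coordinate and so includes introns. It therefore cannot decide whether transcript length plays a part. A separate preparation or litter may account for it, but the labels give no batch.

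The 6 libraries make 10 splits, too few for a share under 0.05. Without a block the real split gave 0 genes, as all 10 splits did or exceeded, and the highest other gave 1; with 2432 genes at an unadjusted p under 0.05, that split, which sets both replicate 1 libraries and fibril replicate 3 against the rest, points to structure other than treatment. With the block, 4 splits part all pairs; the real one gave 12 genes, the only 1 of them to do so, and the highest other gave 0. For gene lists the real split called 17, again 1 of 10, and the highest other called 15.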
